# Using Ribosomal Protein Genes as Reference: A Tale of Caution

**DOI:** 10.1371/journal.pone.0001854

**Published:** 2008-03-26

**Authors:** Lieven Thorrez, Katrijn Van Deun, Léon-Charles Tranchevent, Leentje Van Lommel, Kristof Engelen, Kathleen Marchal, Yves Moreau, Iven Van Mechelen, Frans Schuit

## Abstract

**Background:**

Housekeeping genes are needed in every tissue as their expression is required for survival, integrity or duplication of every cell. Housekeeping genes commonly have been used as reference genes to normalize gene expression data, the underlying assumption being that they are expressed in every cell type at approximately the same level. Often, the terms “reference genes” and “housekeeping genes” are used interchangeably. In this paper, we would like to distinguish between these terms. Consensus is growing that housekeeping genes which have traditionally been used to normalize gene expression data are not good reference genes. Recently, ribosomal protein genes have been suggested as reference genes based on a meta-analysis of publicly available microarray data.

**Methodology/Principal Findings:**

We have applied several statistical tools on a dataset of 70 microarrays representing 22 different tissues, to assess and visualize expression stability of ribosomal protein genes. We confirmed the housekeeping status of these genes, but further estimated expression stability across tissues in order to assess their potential as reference genes. One- and two-way ANOVA revealed that all ribosomal protein genes have significant expression variation across tissues and exhibit tissue-dependent expression behavior as a group. Via multidimensional unfolding analysis, we visualized this tissue-dependency. In addition, we explored mechanisms that may cause tissue dependent effects of individual ribosomal protein genes.

**Conclusions/Significance:**

Here we provide statistical and biological evidence that ribosomal protein genes exhibit important tissue-dependent variation in mRNA expression. Though these genes are most stably expressed of all investigated genes in a meta-analysis they cannot be considered true reference genes.

## Introduction

A challenge for the accurate quantification of differences in gene expression level across biological conditions is to normalize for potential artifacts caused by sample preparation or gene expression detection. A common technique in RT-PCR, northern blots or western blots is to normalize data for such artifacts by measuring in the same samples the expression of a reference gene in parallel. The reference gene(s) are assumed to be expressed at constant levels across all the experimental conditions, tissues or cell lines. When only one tissue or cell line is studied, it suffices to look at genes that are constantly expressed in that particular tissue, but need not be expressed in other tissues. In the study of the relative levels of gene expression in various tissues, such as in the study of tissue-specific regulatory elements, a gene that is expressed at constant levels in many tissues is needed. The choice for such reference gene(s) has been a subject of debate for many years. Typical choices were beta-actin, *GAPDH, HPRT*, or *18S RNA*. These genes were thought to be stably expressed since they are considered as “housekeeping genes”. Housekeeping genes have been defined functionally as “constitutively expressed to maintain cellular function” [1]. Being constitutively expressed however does not necessarily meet the prerequisites for a good reference gene, which also needs to display a sufficiently small variation in expression among different tissues. Many of the commonly used reference genes exhibit considerable variability in expression over different tissues and/or experimental conditions [2]–[5] and therefore are not a good choice as reference. More recently, several attempts were performed based on microarray or large-scale sequencing technologies to find more stably expressed reference genes. A meta-analysis of 13629 human Affymetrix arrays was conducted to identify the most stably expressed genes [6]. As a result, a list of 15 genes was suggested with the most constant expression level, based on a coefficient of variation smaller than 4%, a maximum fold change smaller than 2 and a mean expression level lower than the maximum expression level minus 2 times the standard deviation. Thirteen of these fifteen genes are coding for ribosomal proteins. We assessed the expression stability of ribosomal proteins across 22 tissues and suggest that, from a biological and statistical perspective, one should be careful to use these genes as reference genes.

## Results

### 1. Ribosomal proteins genes: housekeeping but also reference?

#### 1.1 Ribosomal genes are constitutively expressed

It was suggested before [7] that ribosomal genes are good housekeeping genes as they are expressed in all cell types to direct biogenesis of new ribosomes. To validate this, we analyzed the probesets for 81 different ribosomal protein genes represented on the Affymetrix mouse 430 2.0 expression arrays in a set of 22 different mouse tissues. 

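RNA of 22 mouse tissues was hybridised to 70 Affymetrix whole-genome mouse arrays, on which a probeset reads a transcript, mostly near its 3' end, with a set of short oligonucleotides. There were 3 arrays per tissue from different animals, but 4 each for gastrocnemius muscle and bone marrow and 5 for the pituitary gland, and the fetus was taken at day 16. The paper gives 1 µg of total RNA for the adrenal and pituitary gland and 2 µg for the other tissues, whereas the sample labels give 1 µg for the 5 pituitary gland arrays, 1 of the 3 adrenal gland arrays and 2 of the 4 bone marrow arrays. RNA of the adrenal gland, pituitary gland and ES cells, 11 arrays in all, was extracted with another kit than RNA of the other tissues. The authors summarised quantile normalized probe signals as an average difference without background correction, and the deposited values are linear intensities from 42.89 to 25845.34. Their log2 was taken here with no pseudocount. Since no background was subtracted, the fold change of a dim probeset is smaller on this scale than after a subtraction. The arrays had been normalized in 2 sets of 35, since almost all values were whole multiples of 1/35 within a set, at a tolerance of 0.005, where rounding alone leaves 35% of values so. Array medians ran from 109.8 to 114.5 in set 1 and from 125.8 to 132.7 in set 2. Set 1 held diaphragm, spleen, gastrocnemius muscle, liver, brain, lung, kidney, adrenal gland, bone marrow and adipose tissue, and set 2 held the other tissues, except that the pituitary gland had 3 arrays in set 1 and 2 in set 2. Over the 68 ribosomal protein genes the pituitary gland was higher by 0.28 ± 0.15 (SD over genes) on the log2 scale in set 2 than in set 1, and over all probesets by a median of 0.20. Values within a set are therefore given beside those over all tissues. Of 85 ribosomal protein genes and paralogs listed, 68 had a probeset that names that gene alone, and the brightest one was used. Of these, 23 were named through the accession of the probeset's target, and Rps25, Rps27, Rpl14, Rpl23, Rpl27a, Rpl31, Rpl37 and Rpl39 were read by a probeset over 2 log2 units dimmer than one that the gene shares with other genes. Of 68 respiratory chain genes 64 had such a probeset. One limma fit held the 22 tissue means, and adjusted p-values are Benjamini-Hochberg values over 45037 probesets. The number of arrays per tissue limits the precision of each mean.

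**Figure D1:**
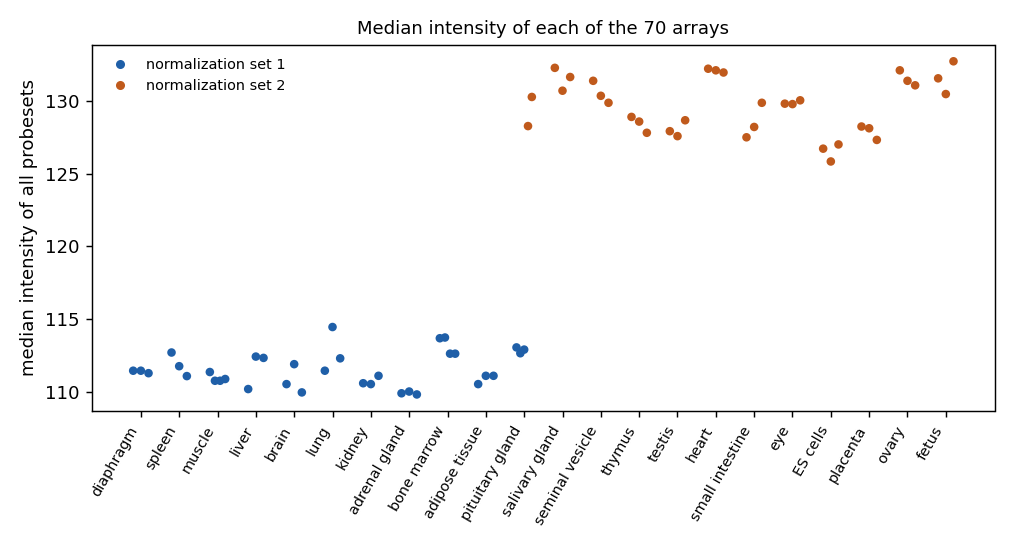
Median intensity of each of the 70 arrays (vertical axis, linear scale, arbitrary units) by tissue (horizontal axis); each point is an array and the colour gives the normalization set. The 35 arrays of set 1 lie between 109.8 and 114.5 and the 35 arrays of set 2 between 125.8 and 132.7, with no overlap.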

In total, 6951 probesets were called present over all individual arrays which was 15% of all probesets on the 430 2.0 array and corresponded to 4845 unique genes (20% of estimated number of mouse genes). With a few exceptions, all ribosomal protein mRNAs were called present over all individual arrays and two were exceptionally called absent (Figure 1A). Transcripts from these two genes, *Rpl39*-like and *Rpl3*-like, were only expressed in a few tissues. Therefore, based on their ubiquitous expression profiles, we could endorse the status of most ribosomal protein genes as housekeeping genes. 

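Of the 68 ribosomal protein genes, 63 gave a signal above the median of all probesets on each of the 70 arrays. The exceptions were 2 paralogs and 3 core genes. Rpl3l lay above the median on 15 arrays and Rpl39l on 16. Rpl14 lay above it on 56 arrays, Rpl23 on 57 and Rps27 on 68, and these core genes were read by dim probesets. Of the 64 respiratory chain genes, 57 lay above the median on each array. A rank within an array is not a present call, and calls of the MAS5 kind were not used here.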

The next question arising was whether these genes would be suitable as reference genes.

**Figure 1:**
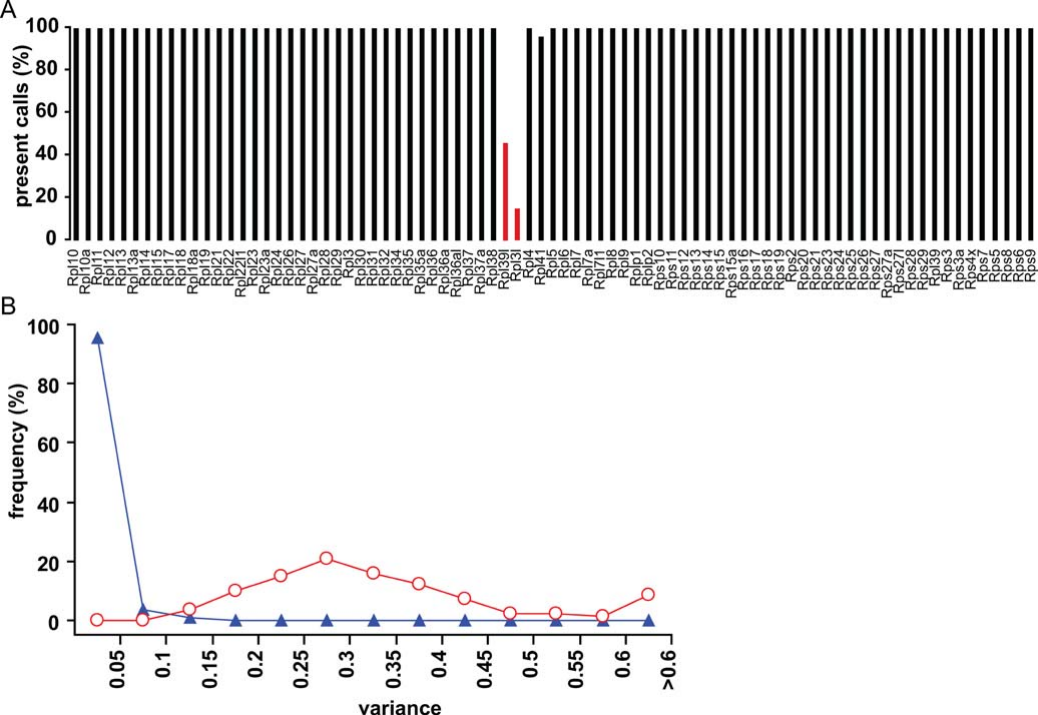
Housekeeping versus reference gene status of 81 ribosomal protein genes. (A) Percentage of present expression calls tested in 22 different mouse tissues (3–5 replicates per tissues, in total 70 arrays). Most ribosomal protein genes were present in all tissues examined and thus can be called housekeeping genes. Exceptions were *Rpl39l* and *Rpl3l*. (B) Variance of expression levels within replicates of tissues, representing biological variation between animals and technical error on measurements (triangles) compared to variance of expression between tissues (circles). Variance within replicated measurements was significantly smaller than variance of expression between different conditions (Wilcoxon's rank sum statistic: p<0.0001).

#### 1.2 Variation analysis within versus between different tissues

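Each of the 68 ribosomal protein genes differed between the 22 tissues, at an adjusted p of 3.8e-16 or less from limma's moderated F-test, and 68 did so when adjusted over the list alone. The largest F was that of Rpl3l, a paralog of Rpl3 known from striated muscle, at 435.7. The smallest was 15.2 for Rps27, a small subunit protein gene read by a dim probeset. Within set 1, with 11 tissues, 67 of the 68 genes differed at the threshold of 0.05, and within set 2, with 12 tissues, 68 did. A tissue effect was not particular to this family, since 44847 of the 45037 probesets passed the same test.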

For all 81 probes representing the ribosomal protein genes, we found with one-way analysis of variance (ANOVA) that the expression levels differed significantly between tissues at a simultaneous significance level of .01 (using a Bonferroni correction to account for multiple testing). To get a clearer picture of the different sources of variation, we performed a two-way ANOVA with the 22 tissues and the 81 probesets representing ribosomal protein genes considered as the factors of variation. The gene effect was most significant, reflecting different average expression levels of ribosomal protein genes over all tissues (F_80,5669_ = 5598.61, p<0.0001). After correcting for gene variation, the tissue effect was also highly significant (F_21,5669_ = 4094.43, p<0.0001), reflecting that in general ribosomal proteins as a group were more highly expressed in certain tissues. In addition to these main effects (genes as a group or tissues as a group), significant variation could be attributed to the gene-tissue interaction effect (F_1680,5669_ = 38.55, p<0.0001), reflecting gene specific deviations in expression across various tissues.

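Gene identity accounted for 88.9% of the total sum of squares over the 68 ribosomal protein genes and 70 arrays. Mean log2 signals of single genes ran from 6.95 for Rpl39l and 7.16 for Rpl3l to 13.38 for Rps29. Tissue accounted for 5.52%, gene by tissue deviations for 5.28% and replicates for 0.305%. The sequential F was 14188 for gene (67 degrees of freedom), 2809.5 for tissue (21) and 40.2 for gene by tissue (1407), against 3264 residual degrees of freedom. Genes of one array are not independent, so the tissue labels were permuted over the 70 array means of the list: F was 167.9, with a permutation p of 1.0e-05, the smallest that 100000 resamples allow. The tissue share was 2.90% within set 1, 4.07% within set 2, 3.49% after quantile normalization over all arrays, 3.46% with probesets of one gene alone and 2.47% without probesets whose names end in _x_at, _s_at or _a_at. It was 11.7% without the 8 genes on dim probesets and 13.4% with any listed probeset of a gene, settings chosen after the data were seen.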

In order to assess the importance of expression variation of the ribosomal protein genes among different mouse tissues, we first compared the variance amongst replicates of the same tissue from different animals (representing technical variation plus inter-individual variation) with tissue variance (Figure 1B). We performed this analysis for 81 ribosomal protein gene probesets for the 22 different tissues, with 3–5 replicates per tissue. Frequency distribution of the variance on the 1782 (81×22) sets of biologically replicated data is shown in Figure 1B. Median variance was 0.0055 and 95% of all data had a variance of 0.0463 or less. In contrast, differences in expression between tissues were much larger as median variance was 0.3011 and all variances were larger than 0.0463 (Figure 1B). 

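Between tissues, the ribosomal protein gene with the largest variance of log2 tissue means was Rpl3l at 2.64, followed by Rpl39l at 2.15, and then by the core genes Rpl3 at 0.850, Rps4x at 0.824 and Rpl36a at 0.787. The smallest variances were 0.0799 for Rps27, 0.103 for Rps29, 0.133 for Rpl39, 0.143 for Rps2 and 0.161 for Rpl38, of which Rps27 and Rpl39 were read by dim probesets. Among the 1496 sets of replicates (68 genes in 22 tissues), the median variance was 0.0064 and the 95th percentile 0.0551, while the median between tissues was 0.304. The variance between tissues of all 68 genes lay above that 95th percentile, and the medians stood in a ratio of 47.5. The ratio was 23.8 within set 1 and 66.3 within set 2, and from 48.2 to 80.1 with the arrays of each replicate number left out in turn. A one-sided permutation test of the rank sum gave p = 1.0e-05, the smallest that 100000 resamples allow. It takes the variances as independent, although the genes share the same arrays, so this p is too small. Among the 4582 named genes above the upper quartile of mean signal, the median variance between tissues was 0.430, and 54 of the 68 ribosomal protein genes lay below it. Among all 18328 named genes, most of them dimmer, the median was 0.291.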

The variance between tissues was significantly larger than that between replicates (Wilcoxon's rank sum statistic: p<0.0001). These data indicated that the variance of expression of ribosomal protein genes caused by replication within one tissue (both of biological and technical origin) was much smaller than the variation between tissues. We repeated this analysis with a smaller set of 15 genes described to be the most stably expressed [6]. Wilcoxon's rank sum statistic again resulted in a significant value (p<0.0001) meaning that also for these genes the variance between tissues was larger than between replicates. 

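Among the 14 of these 15 genes that had a probeset of their own, Rps12 varied most between tissues, with a variance of 0.576, then Rpl22 with 0.413 and Rpl6 with 0.387. Rpl9 varied by 0.187 and Oaz1, which encodes ornithine decarboxylase antizyme, by 0.168. The variance between replicates had a median of 0.00555 and a 95th percentile of 0.0427 over 308 sets of replicates. The median between tissues was 0.286, which is 51.47 times the replicate median, and each of the 14 genes lay above the 95th percentile. The ratio was 24.2 within set 1 and 74.4 within set 2, and from 53.1 to 84.7 with each replicate number left out. The one-sided permutation p of the rank sum was 1.0e-05, the smallest possible here, again with genes of the same arrays taken as independent. The 15 names are not printed in the paper and were taken from general knowledge of the cited meta-analysis, and Rpl24 had no probeset of its own.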

Similar significant data were obtained invariable of the normalization method used. These data indicated that the variation of expression of ribosomal protein genes caused by replication within one tissue was much smaller than the variation between tissues. Therefore, although most ribosomal protein genes could be called housekeeping genes, there was significant variation in expression across multiple tissues which indicated that these genes cannot be used in all conditions as reference genes.

In contrast to our data, a subset of ribosomal protein genes was described as stable over a large set of publicly available arrays [6]. The criterion for genes to be considered stable was their expression profiles showing a coefficient of variation (CV) <4% across all tissues (the CV is calculated as the standard deviation divided by the mean). The use of CV as a measure implies that the variance increases with higher expression levels. Our results however showed that the biological variation did not increase with higher expression levels, but rather the opposite (data not shown), invalidating the use of a CV cutoff as a stability criterion. Moreover, such a global criterion was incapable of accounting for smaller numbers of differing tissues. 

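Ribosomal protein genes with a stronger signal varied less between replicates. In the 17 dimmest genes, with a mean log2 signal of 9.14, the median replicate variance was 0.0117, and in the following groups of 17 genes, with means of 12.11, 12.52 and 12.95, it was 0.0060, 0.0051 and 0.0042. Across the 68 genes Spearman's rho of replicate variance and mean signal was -0.63 ± 0.09 (bootstrap SD), and across all probesets it was 0.41. With the mean of a gene's probesets rho was -0.39. Genes are not independent replicates, so no p is given. A CV below 4% over the 70 log2 values was met by 18 of the 68 genes, among them Rps29 (2.39%), Rps2 (2.91%), Rpl38 (3.08%) and Rpl9 (3.35%). Between the highest and the lowest tissue, these 18 genes nonetheless differed by 2.20-fold to 3.61-fold on the linear scale, with a median of 2.99-fold. Over the whole list, 67 genes had a ratio below 2 when log2 values were divided, whereas 0 genes had a linear fold below 2. The number of genes with a CV below 4% was 34 after quantile normalization over all 70 arrays, 33 with arrays centred on their median and 8 with arrays centred on the proteasome genes. It was 43 within set 1, 30 within set 2, 33 with the set as a term and 28 of 77 with any listed probeset. The number with a linear fold below 2 was 16 within set 1 and 4 within set 2, with fewer tissues each, and at most 6 in the other settings.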

To illustrate, we calculated the following hypothetical example. Out of a total of 13629 samples (the same number as in the meta analysis), 100 samples were taken from a tissue in which a certain gene was only marginally expressed (log2 expression normally distributed with mean 8 and standard deviation 0.3) whereas in the other 13529 samples this gene was more abundant (log2 expression normally distributed with mean 12 and standard deviation 0.3). We generated 10000 random expression profiles that followed this scheme and calculated the CV. Distribution of the CV is shown in Figure S1. The mean±standard deviation was 3.80±0.02 and all randomly generated profiles had a CV lower than 4%. This example illustrates that the CV<4% criterion applied on a large dataset would still include genes which were expressed significantly lower in a subset of tissues and thus would still retain them as candidate reference genes.

### 2. Ribosomal protein genes are co-expressed in a tissue-specific manner

#### 2.1 Tissue-specific variation

We analyzed the origins of this variation across different tissues in our dataset. For *Rps13*, the most stably expressed gene [6], we obtained the graph displayed in Figure 2A. Large expression differences can be observed between different tissues, e.g. embryonic stem cells (ES cells) contained nearly 6-fold as much *Rps13* as compared to the brain cortex. One-way analysis of variance confirmed that these differences in expression were significant (F_21,48_ = 63.40, p<0.0001). This does not necessarily reflect the absolute levels of transcripts, since one tissue type might contain more RNA per cell as compared to another. 

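With the brightest probeset of the gene, ES cells had the highest Rps13 signal of the 22 tissues and brain the lowest. The log2 signal was 12.80 ± 0.02 (SD, n = 3) in ES cells, 12.77 ± 0.06 in thymus, 11.74 ± 0.10 (n = 4) in bone marrow and 10.90 ± 0.20 (n = 3) in brain. ES cells therefore held 3.72-fold the brain signal, a log2 difference of 1.90 with a standard error of 0.09 and an adjusted p of 4.0e-27 from limma. The plain F over 22 tissues was 81.8, and the permutation p over 70 arrays was 1.0e-05, the smallest possible. Brain was in set 1 and ES cells in set 2, so no within-set value of this pair exists. With the set as a term in the fit the log2 difference was 1.65. It was 0.59 with arrays centred on the proteasome genes and 0.66 (1.58-fold) without probesets whose names end in _x_at, _s_at or _a_at. Another _x_at probeset of the gene, chosen after the values were seen, gave 5.95-fold and a plain F of 63.4, equal to the paper's F. With the _a_at probeset, chosen likewise, bone marrow was lowest at 10.33 ± 0.30 (n = 4) and brain stood at 10.57 ± 0.10 (n = 3). The brightest probeset was named through the accession of its target and is also listed with pseudogenes.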

Applying other normalization methods also revealed significant differences between tissues (data not shown). In addition, we analyzed expression of the human *Rps13* expression within the GDS596 record in Gene Expression Omnibus (GEO) which is a subset of the data used for the meta-analysis [6]. The expression profiles across the 79 physiologically normal human tissues in this dataset also displayed significant variation (F_78,79_ = 4.54, p<0.0001).

**Figure 2:**
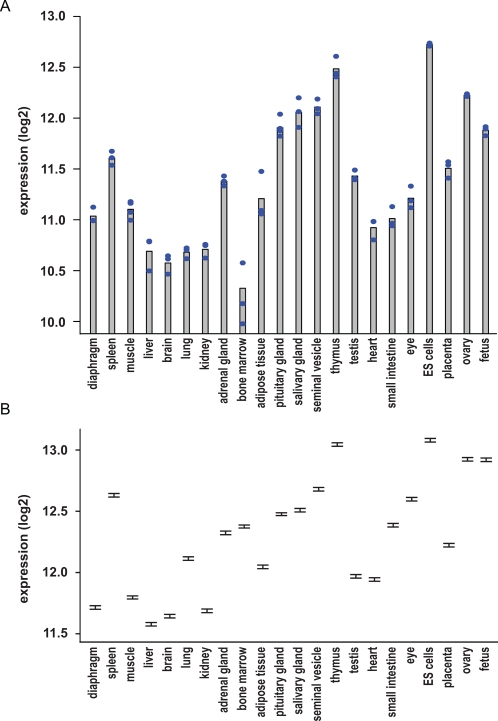
Tissue-specific co-expression of ribosomal protein genes. (A) Expression of *Rps13* in 22 different tissues. Individual measurements are displayed as blue dots and average corresponds to the top of the grey bars. Expression values are displayed in log2 scale. (B) Marginal means (estimated under the two-way ANOVA) of all ribosomal protein genes in each of the tissues, together with the 95 percent confidence interval.

This difference in expression between tissues of *Rps13* was representative for most of the ribosomal proteins. Moreover, tissues in which *Rps13* was highly expressed had consistently higher expression levels for all ribosomal proteins. 

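Over the 22 tissue means, Rps13 rose and fell with the mean of 61 other core ribosomal protein genes. Pearson's r was 0.89 and Spearman's rho 0.88, each with a permutation p of 1.0e-05, and r was 0.84 without ES cells and thymus, the tissues farthest from the median. Within set 1 r was 0.87 (11 tissues, permutation p = 0.0015), and within set 2 it was 0.80 (12 tissues, permutation p = 0.0022). Gene by gene, 64 of 67 correlated positively with Rps13 at an adjusted p under 0.05, with a median rho of 0.78. The closest were Rpl13 (0.90), Rpl26 and Rps23 (0.89 each). The 3 genes that did not pass were Rpl23 (rho 0.35) and Rpl39 (0.09), both read by dim probesets, and the muscle paralog Rpl3l (-0.24).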

The occurrence of significant differences in expression between the tissues was already established in general by the tissue main effect in the two-way ANOVA. Next, we investigated between which specific tissues the expression levels differed, by means of pairwise comparisons of all possible tissue pairs using Tukey's multiple comparisons procedure, maintaining the overall significance level at .05. In Figure 2B, we display the estimated marginal means (estimated under the two-way ANOVA) together with the 95 percent simultaneous confidence intervals. It can be observed that many intervals do not overlap and, specifically for thymus, ES cells, ovary, and fetus there was no overlap with intervals of the other tissues.

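ES cells and thymus stood highest in ribosomal protein signal, and liver, brain, kidney and diaphragm lowest. Relative to each gene's mean over tissues, the level of the 68 genes on the log2 scale was 0.85 ± 0.01 (SD, n = 3 arrays) in ES cells, 0.72 ± 0.02 in thymus, 0.58 ± 0.01 in ovary and 0.56 ± 0.01 in fetus, and -0.66 ± 0.09 in liver and -0.65 ± 0.09 in brain. ES cells held 2.84-fold the level of liver. Liver is in set 1 and ES cells are in set 2, so no within-set value of this pair exists. The order also depends on the scaling. Of thymus, ES cells, ovary and fetus, 4 lay above all other tissues here, 2 after quantile normalization over all arrays and 0 with arrays centred on the proteasome genes. Of all pairs of tissues, 187 differed past 0.05 in a permutation test corrected for the number of pairs (43 of 55 pairs within set 1 and 61 of 66 within set 2). Of the 72 pairs of thymus, ES cells, ovary or fetus with another tissue, 70 differed. Seminal vesicle, at 0.45 ± 0.01, did not pass against ovary (permutation p = 0.569) or fetus (permutation p = 0.736). Of the 68 genes, 65 were higher in these 4 tissues than in the other 18 and 2 were lower, Rpl3l and Rpl39 (65 and 2 adjusted over the list alone). The list mean was higher by 0.83, or 1.78-fold, with an exact permutation p over tissues of 1.4e-04. The largest differences were 2.58-fold for Rpsa (log2 1.37, standard error 0.04, adjusted p = 7.4e-38), 1.29 on the log2 scale for Rpl36a and 2.40-fold for Rps19. These tissues were chosen by the study on the same arrays, so the counts are not independent evidence. All 4 tissues are in set 2, where the list mean was 0.61 above the other 8 tissues (exact permutation p = 0.0061). With arrays centred on the proteasome genes, which moves the median of all probesets in this contrast from 0.06 to -0.52, 58 genes were higher and 5 lower, and the list mean was 0.24 higher (exact permutation p = 0.388). The list lay 0.76 above that median in both settings, which follows by construction, since centring moves all probesets of an array alike.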

In favor of a biological explanation underlying these differences between tissues, we noted that certain tissues consistently had a higher expression for the whole set of mRNA's encoding large and small subunit ribosomal proteins. Interestingly, such tissues contain either a high percentage of proliferating cells (ES cells, fetus, lymphoid tissues) and/or are specialized in exocrine protein secretion (salivary gland, seminal vesicle). 

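In ES cells, fetus, thymus, spleen, salivary gland and seminal vesicle, 67 of the 68 ribosomal protein genes were higher than in the other 16 tissues and 1, Rpl3l, was lower (67 and 1 adjusted over the list alone). The mean difference was 0.71 on the log2 scale, or 1.63-fold. The large subunit gene Rpl12 was 2.11-fold higher, Rps12 was higher by 1.07 and Rpsa by 1.05 on the log2 scale. The paralogs Rps27l and Rpl36al were also higher, by 1.03 and 0.95. Each difference passed limma's test at an adjusted p under 0.05, and the exact permutation p of the list mean over 74613 choices of tissues was 2.8e-04. The study named these tissues from the same arrays, so the counts are not independent evidence of the direction. Its lymphoid tissues were read here as thymus and spleen, without bone marrow. Within set 2 the list mean was 0.50 higher in 5 tissues than in 7 (exact permutation p = 0.0215). In set 1 spleen alone was 0.61 above 10 tissues (exact permutation p = 0.0909, the smallest that 11 tissues allow).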

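Genes of cell division and of protein secretion were also higher on average over these 6 tissues, though not in each of them. All 24 cell cycle genes with a probeset, of 25 listed, were higher, with 6.54-fold for Rrm2, a subunit of ribonucleotide reductase, and 4.50-fold for Mki67 and for Top2a (24 adjusted over the list alone). All 30 ribosome biogenesis genes were higher, among them the nucleolar genes Nop58 (2.62-fold) and Npm1 (2.58-fold), and 15 of 16 translation factor genes, among them Eef1b2 (2.18-fold) and Pabpc1 (2.15-fold); within set 1 the split of the ribosome biogenesis genes was 22 higher and 3 lower. Of 39 secretory pathway genes 37 were higher and 0 lower, such as Sec61b (2.45-fold), part of the translocation channel of the endoplasmic reticulum. With the correlation between genes estimated, the secretory list had an adjusted p of 0.0608 in limma's camera test, and within set 1, where spleen stood alone, 21 were higher and 10 lower. The cell cycle level was 2.65 ± 0.03 (SD, n = 3) in ES cells, 2.25 ± 0.12 in thymus, 2.08 ± 0.04 in fetus and 0.99 ± 0.70 in spleen, whose arrays were far apart, but -0.54 ± 0.09 in salivary gland and -0.72 ± 0.08 in seminal vesicle. The secretory level was highest in those last tissues, at 1.31 ± 0.10 and 1.25 ± 0.06, but 0.13 ± 0.04 in fetus, 0.04 ± 0.02 in thymus, -0.005 ± 0.016 in ES cells and -0.15 ± 0.08 in spleen. Outside the group it was 0.90 ± 0.05 in placenta and 0.72 ± 0.24 (n = 5) in pituitary gland. Bone marrow had a cell cycle level of 1.96 ± 0.10 (n = 4) and a ribosomal protein level of 0.03 ± 0.02. Over 22 tissues the ribosomal protein level followed the cell cycle level with r = 0.73 (permutation p = 1.8e-04, adjusted p = 9.0e-04 over 5 relations; rho = 0.81, permutation p = 5.0e-05; r = 0.59 without ES cells and thymus). Within set 1 r was 0.69 (permutation p = 0.0092, adjusted p = 0.0229), and within set 2 it was 0.61 (permutation p = 0.0365, adjusted p = 0.0457) but 0.29 without ES cells and thymus, on which it rests. With the secretory level r was 0.50 (permutation p = 0.0179, adjusted p = 0.0299; rho = 0.53, permutation p = 0.0123; r = 0.47 without salivary gland and seminal vesicle).

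**Figure D2:**
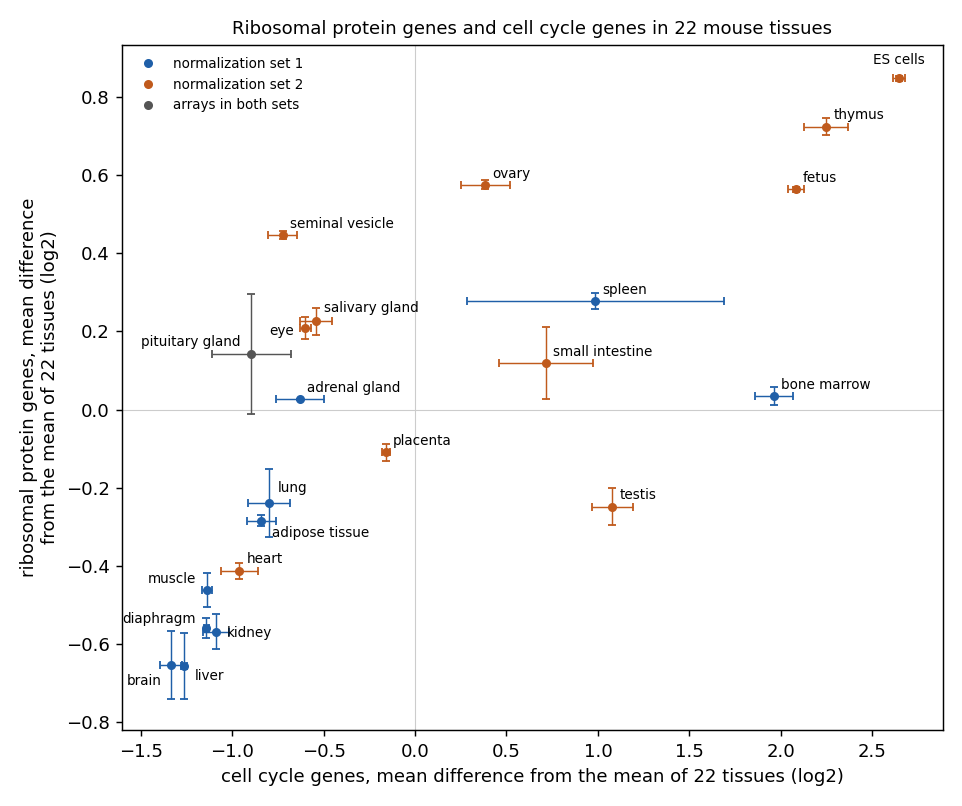
Ribosomal protein level (vertical axis, log2, relative to the mean over tissues) against cell cycle level (horizontal axis, log2, likewise) in 22 tissues; each point is a tissue mean, bars are the SD between arrays and the colour gives the normalization set. ES cells, at 2.65 and 0.85, are at the upper right, and salivary gland and seminal vesicle have a low cell cycle level and a ribosomal protein level of 0.23 and 0.45.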

Alternative to a biological explanation, one might argue that the high variance amongst tissues and tissue-specific co-regulated expression of all transcripts encoding ribosomal proteins reflects tissue-dependent artifacts of the normalization procedure or a microarray batch effect. Therefore, using the same microarray data, we performed a similar ANOVA analysis on another family of housekeeping genes, those encoding for the mitochondrial respiratory chain proteins. These data are displayed in Figure S2A. Similar to the ribosomal protein genes, significant tissue effects can be observed, but tissues with a high expression in respiratory chain proteins were not the same as those with a high expression of ribosomal proteins. 

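Heart had the highest level of respiratory chain genes, 1.52 ± 0.02 (SD, n = 3) on the log2 scale relative to the mean over tissues, followed by diaphragm at 0.91 ± 0.08 and gastrocnemius muscle at 0.83 ± 0.02 (n = 4). Small intestine (0.51 ± 0.08) and kidney (0.50 ± 0.01) came next, and bone marrow was lowest at -0.80 ± 0.07. In ES cells the level was 0.02 ± 0.06 and in thymus 0.06 ± 0.04, near the mean over tissues. All 64 genes differed between tissues in limma's moderated F-test, with adjusted p-values up to 7.6e-07 (64 adjusted over the list alone; 62 within set 1 and 64 within set 2). The largest F was 325.8 for Cox7a1, the muscle isoform of cytochrome c oxidase subunit 7a, and the smallest was 4.97 for Ndufb4, read by a dim probeset. In heart, gastrocnemius muscle and diaphragm, the tissues highest in respiratory chain genes, 64 of 68 ribosomal protein genes were lower than in the other 19 tissues and 3 were higher, Rpl3l, Rpl39 and Rpl37. The mean difference of that list was -0.55 (exact permutation p = 0.0513 over tissues; 0.0312 with arrays centred on their median, 0.0377 with the set as a term, 0.0396 after quantile normalization and 0.0039 with proteasome centring), and limma's camera test with the correlation between genes estimated gave an adjusted p of 0.0400. The list mean was -0.28 within set 1 (exact permutation p = 0.327) and -0.75 within set 2, with heart alone (exact permutation p = 0.0833, the smallest possible).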

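In heart, gastrocnemius muscle and diaphragm, 56 of 64 respiratory chain genes were higher than in the other 19 tissues, 6 were lower and 2 did not pass limma's test (56 and 6 adjusted over the list alone). The striated muscle isoform genes of cytochrome c oxidase rose most, Cox8b by 43.3-fold (log2 5.44, standard error 0.08, adjusted p = 5.2e-55), Cox6a2 by 39.3-fold and Cox7a1 by 26.9-fold. Of complex I, which takes electrons from NADH, Ndufs1 was 4.33-fold and Ndufs7 3.96-fold higher. Cox6a1 (log2 -1.81), Cox8a (-1.11), Cox6b2 (-0.81) and Cox7a2l (-0.31) were lower. The fall of Cox6a1 and Cox8a was smaller in heart than in the other striated muscle tissues. In heart their log2 signals were 12.04 and 10.60, against 10.55 and 9.18 in gastrocnemius muscle and 10.60 and 9.43 in diaphragm. The list mean was 1.26 higher, or 2.39-fold, with an exact permutation p of 6.5e-04, the smallest that 1540 choices of tissues allow. The study named these tissues from the same arrays, so the count is not independent evidence of the direction. Within set 1, diaphragm and gastrocnemius muscle were 1.11 above 9 tissues (exact permutation p = 0.0182; 56 genes higher and 3 lower), and within set 2 heart was 1.65 above 11 tissues (exact permutation p = 0.0833), each p the smallest possible.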

Especially striated muscle tissues such as heart, gastrocnemius muscle and diaphragm, displayed the highest tissue-effect on respiratory chain gene expression. This distinct behavior of a group of genes represented on the same arrays excluded batch or normalization artifacts. 

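The 2 families did not share their tissue profile. Over the 22 tissues the ribosomal protein level and the respiratory chain level had r = -0.38 (permutation p = 0.0813) and rho = -0.38 (permutation p = 0.0837), and r = -0.47 without ES cells and thymus. The relation passed 0.05 after quantile normalization over all arrays (r = -0.57, permutation p = 0.0062), with arrays centred on their median (r = -0.51, permutation p = 0.0149) and with the set as a term (r = -0.53, permutation p = 0.0109). Within set 1, with 11 tissues, r was -0.67 (permutation p = 0.0312; rho -0.54, permutation p = 0.0957). Within set 2, with 12 tissues, it was -0.41 (permutation p = 0.194), and 0.07 without the 2 farthest tissues. The 11 tissues of set 2 other than the pituitary gland had a mean ribosomal protein level 0.58 above that of the 10 tissues of set 1, and a respiratory chain level 0.02 above. In the pituitary gland, the one tissue in both sets, respiratory chain genes were 0.25 ± 0.17 (SD over 64 genes) higher in set 2. From the distinct behavior of a second gene group on the same arrays, the paper concludes that batch or normalization artifacts are excluded.

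**Figure D3:**
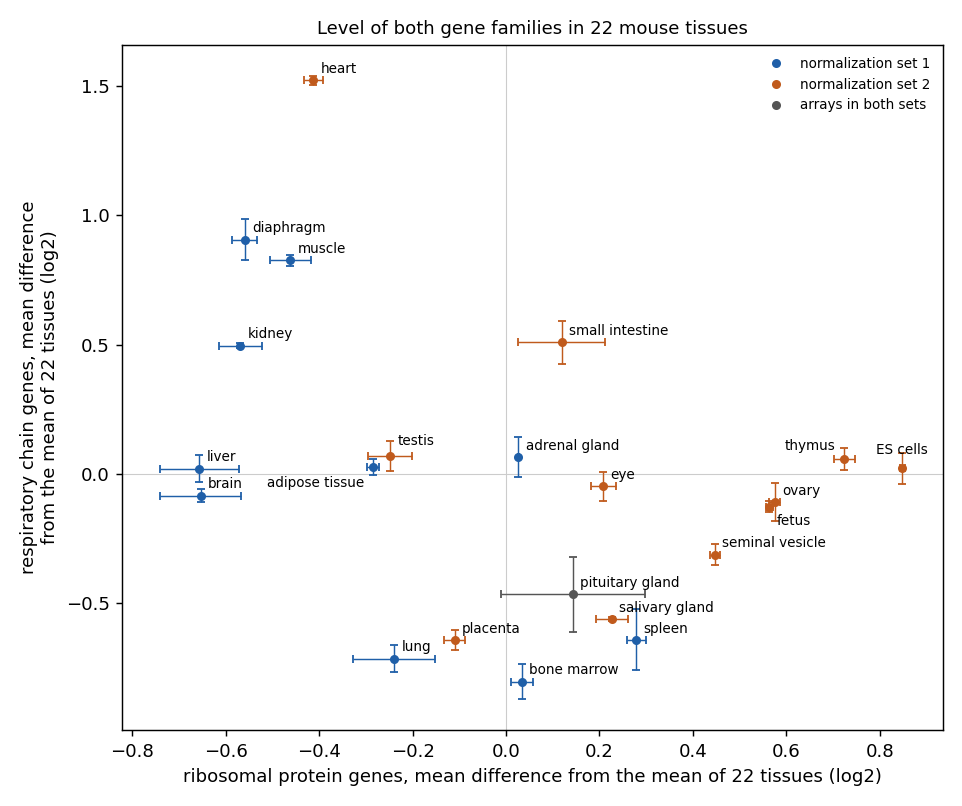
Respiratory chain level (vertical axis, log2, relative to the mean over tissues) against ribosomal protein level (horizontal axis, log2, likewise) in 22 tissues; each point is a tissue mean, bars are the SD between arrays and the colour gives the normalization set. Heart lies highest at 1.52 on the vertical axis, and ES cells lie farthest to the right at 0.85.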

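Between tissues, the respiratory chain genes with the largest variance were Cox8b at 4.21, Cox6a2 at 3.73 and Cox7a1 at 3.60, followed by Cox7b2 at 1.52 and Cox6b2 at 1.47, all isoform genes of cytochrome c oxidase. The smallest were Ndufb4 at 0.0202, read by a dim probeset, and Cox4i2 at 0.0388, then Cox7c at 0.105, Ndufc2 at 0.174 and Cox7a2l at 0.203. Over 1408 sets of replicates the median variance was 0.00936 and the 95th percentile 0.0693. The median between tissues was 0.516, 55.2 times the replicate median, and 62 of the 64 genes lay above the 95th percentile. The ratio was 48.4 within set 1 and 61.9 within set 2, and from 55.6 to 88.7 with each replicate number left out. The one-sided permutation p of the rank sum was 1.0e-05, the smallest that 100000 resamples allow, with genes of the same arrays taken as independent. Of the 64 genes, 19 varied less between tissues than the median of the named genes above the upper quartile of mean signal, among them Ndufb4, Cox4i2 and Cox7c, which are dimmer than those genes.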

Comparable to the data set obtained with the probes hybridizing to the ribosomal protein-encoding transcripts, the 69 respiratory chain proteins exhibited significantly more inter-tissue variance (median = 0.55) than technical variance (median = 0.01) (p<.0001 using Wilcoxon's rank sum test) (Figure S2B).

#### 2.2 Unfolding analysis

The tissue-specific expression of the ribosomal protein genes and the respiratory chain genes can also be supported by a purely exploratory (unsupervised, distribution free) analysis, being the multidimensional unfolding representation [8] depicted in Figure 3. The multidimensional unfolding model, which is an extension of multidimensional scaling to rectangular data [9], represents both the genes and the tissues as points in a low-dimensional space such that the (Euclidean) distances from a gene point to the tissue points reflect the expression profile. In other words, genes are located close to those tissues in which they are highly expressed (and far from those tissues in which they are barely expressed). Clearly, there were two distinct groups with the respiratory chain genes being located close to diaphragm, heart and muscle, and the ribosomal protein genes being located close to thymus, ES cells, ovary and fetus. 

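Of 68 ribosomal protein genes, 65 were higher in thymus, ES cells, ovary and fetus than in heart, gastrocnemius muscle and diaphragm, 2 were lower, Rpl3l and Rpl39, and 1 did not pass limma's test. Of 64 respiratory chain genes, 56 were higher in the striated muscle tissues, 5 in the other 4 tissues, and 3 did not pass (all counts also when adjusted over the list alone). Rpl3 was 6.56-fold lower in striated muscle, and Rpl36a (log2 -1.96) and Rps19 (-1.86) were lower too. Cox8b was higher by 5.48 and Ndufs1 by 1.99 on the log2 scale, whereas Cox6a1, the isoform of non-muscle tissues, was 4.01-fold lower. Cox6b2 (-1.27), Cox8a (-1.04), Cox7a2l (-0.73) and Cox7c (-0.42) were lower as well. The list means were -1.16 and 1.12. With heart alone against the same 4 tissues within set 2, the counts were 65 and 2 for the ribosomal protein genes and 59 and 5 for the respiratory chain genes. A clustering of the standardised tissue profiles into 2 clusters by k-means put 66 of the 68 ribosomal protein genes into one and 58 of the 64 respiratory chain genes into the other. Outside their cluster were Rpl3l and Rpl39, and Ndufb4, Cox6a1, Cox6b2, Cox7a2l, Cox7c and Cox8a. Against all 18 other tissues, 15 respiratory chain genes were higher in thymus, ES cells, ovary and fetus and 29 lower, a split that was 6 and 53 after quantile normalization over all arrays, 9 and 43 with arrays centred on their median, 0 and 60 with arrays centred on the proteasome genes and 9 and 32 with the set as a term. The unfolding model itself was not used here.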

Based on this consistent tissue-specific grouping of sets of housekeeping genes participating in separate pathways, a general normalization artifact to explain inter-tissue differences can be excluded.

**Figure 3:**
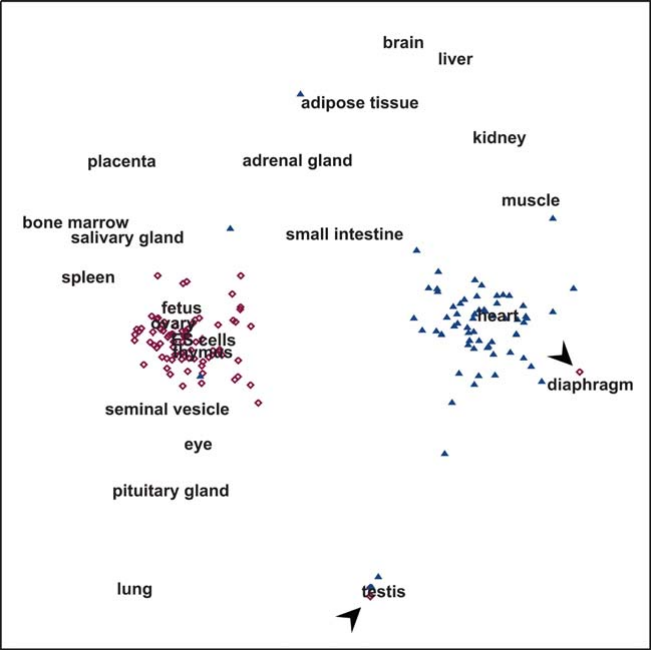
Multidimensional unfolding analysis of mRNA expression signals encoding 81 ribosomal proteins (purple symbols) versus 69 mitochondrial respiratory chain subunits (blue symbols). This analysis gives a graphical overview based on expression profiles; genes with a high expression in a certain tissue will be represented close to that tissue. Note that both groups of transcripts formed separate clusters. These clusters indicated high co-expression of ribosomal protein mRNA's in tissues that are active in exocrine protein secretion and/or cell division. Respiratory chain mRNA's were also co-expressed but were particularly high in striated muscle. Arrowheads indicate 2 ribosomal protein genes outside of the cluster. The upper arrowhead is *Rpl3l*, which clustered closely to the contractile tissues. The lower arrowhead is *Rpl39l*, located close to testis.

An advantage of the unfolding representation (Figure 3) is that probe-specific behavior can be easily grasped and therefore a number of particularities can be observed, indicated by arrowheads. Two ribosomal protein genes were distant from their cluster, *Rpl3l* (ribosomal protein L3-like) and *Rpl39l* (ribosomal protein L39-like). Interestingly, *Rpl3l* could be found close to muscle, heart and diaphragm, exactly the group of tissues which had a very high expression of respiratory chain genes. 

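Rpl3l was 22.6-fold higher in heart, gastrocnemius muscle and diaphragm than in the other 19 tissues, a log2 difference of 4.50. It was the one paralog of the 7 with a probeset that was higher there, and 6 were lower, while within set 1 the split was 2 and 1. Among core genes, Rpl39 (log2 0.16) and Rpl37 (0.12) passed limma's test as higher in the striated muscle tissues. Both were read by dim probesets, and with arrays centred on the proteasome genes their differences were -0.10 and -0.15.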

An explanation for this exception to the clustered unfolding of ribosomal protein transcripts is proposed in section 3.1. *Rpl39l* was even more distinct on the unfolding plot and was in close proximity to testis; in multiple databases for different species (e.g. Genecards, Mouse Genome Informatics) this gene was indeed described to be testis-specific.

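Rpl39l was 79.8-fold higher in testis than in the other 21 tissues, a log2 difference of 6.32 with a standard error of 0.13 and an adjusted p of 5.0e-47 from limma. Its log2 signal was 13.01 ± 0.13 (SD, n = 3) in testis, 8.54 ± 0.10 in ES cells and 7.95 ± 0.11 in fetus, and at most 7.11 ± 0.13, in eye, elsewhere. Within set 2 the difference between testis and 11 tissues was 6.01. In the k-means clustering Rpl39l fell into the cluster of the ribosomal protein genes.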

### 3. Origins of exceptionally deviating ribosomal protein mRNA expression profiles

#### 3.1 Tissue-specific isoforms: Rpl3 versus Rpl3l

On top of the gene and tissue effect contributing to expression variation, we described a significant gene-tissue interaction effect. This originated from individual genes displaying an aberrant expression in one or a few tissues. 

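After gene and tissue means were removed, 17 of 1452 combinations of a core gene or paralog with a tissue, leaving out Rpl3l and Rpl39l, deviated by over 1 log2 unit at an adjusted p under 0.05 from limma, 12 downwards and 5 upwards, in 12 genes. Testis held 5 of them, 4 of them deficits. The X-linked genes Rps4x, Rpl10 and Rpl36a fell below the additive fit there by deviations of -2.86, -2.05 and -2.01, and Rps3a1 by -1.39. Rps25 was above it in testis by 1.56. The paralog Rps27l deviated in 4 tissues, by -2.08 in brain, -1.33 in eye, 1.10 in liver and 1.07 in salivary gland. Rpl3 deviated by -1.77 in diaphragm and -1.72 in gastrocnemius muscle, Rpl27a by -1.21 in fetus, Rpl22l1 by -1.10 and Rpl36a by -1.04 in heart, Rpl37 by -1.06 in lung, Rpl14 by 1.15 in ES cells and Rpl23 by 1.06 in liver. Rps25, Rpl14, Rpl23, Rpl27a and Rpl37 were read by dim probesets. Within set 1 there were 4 such combinations of 726, within set 2 there were 11 of 792, and with probesets of one gene alone there were 11 of 1034.

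**Figure D4:**
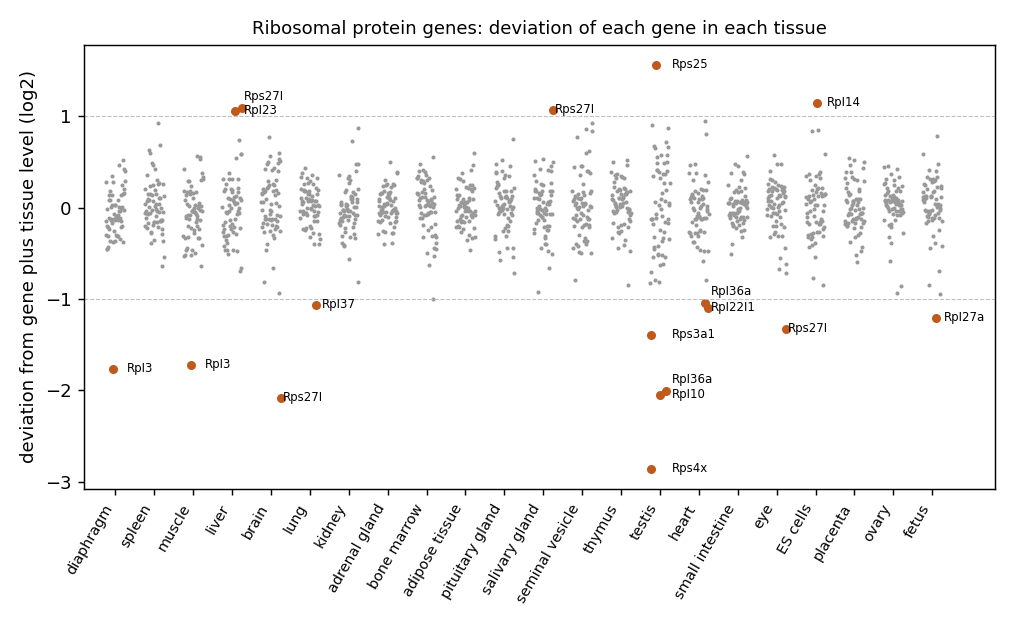
Deviation of each gene and tissue from the additive fit of gene and tissue (vertical axis, log2) by tissue (horizontal axis); each point is a ribosomal protein gene other than Rpl3l and Rpl39l, dashed lines are drawn at a deviation of 1 in either direction, and the labelled points lie beyond them. Testis shows the lowest point, Rps4x at -2.86.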

To illustrate, we further examined *Rpl3*, which has an isoform *Rpl3l* (*Rpl3*-like). The expression of *Rpl3* was significantly lower in skeletal muscle and diaphragm muscle –and to a lesser extent the heart- than in other tissues. However, exactly in these tissues, expression of *Rpl3*-like mRNA was specifically and abundantly detected. 

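Rpl3 and Rpl3l, which encode alternative forms of large subunit protein L3, changed in opposite directions in striated muscle. The log2 signal of Rpl3 was 10.05 ± 0.09 (SD, n = 3) in diaphragm, 10.20 ± 0.07 (n = 4) in gastrocnemius muscle and 11.54 ± 0.05 (n = 3) in heart, and the lowest of the other 19 tissues, liver, had 11.59 ± 0.19. Rpl3l stood at 11.58 ± 0.11 in diaphragm, 11.46 ± 0.10 (n = 4) in gastrocnemius muscle and 10.00 ± 0.14 in heart, against 7.16 ± 0.16 in eye, the highest of the other tissues. Against the mean of those 19 tissues Rpl3 was 5.50-fold lower in gastrocnemius muscle (adjusted p = 1.5e-42 from limma), 6.11-fold lower in diaphragm and 2.17-fold lower in heart, and Rpl3l was 30.8-fold, 33.5-fold and 11.2-fold higher. Heart exceeded gastrocnemius muscle in Rpl3 by 1.34 (standard error 0.09, adjusted p = 3.0e-20) and lay below it in Rpl3l, with a log2 difference of -1.45 (adjusted p = 2.2e-17). Gastrocnemius muscle is in set 1 and heart in set 2, so no within-set value of this pair exists. Within set 1 the log2 difference of Rpl3 was -2.19 in gastrocnemius muscle and -2.34 in diaphragm, and within set 2 it was -1.37 in heart. The Rpl3 probeset was named through the accession of its target and is also listed with pseudogenes.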

A similar result was observed independent of the way microarray data were processed (data not shown).

We also confirmed tissue-specific expression of *Rpl3l* in another species (rat), based on a more limited set of tissue microarrays (7 tissues, with 3 replicates for each tissue). Similar to mouse tissues, *Rpl3l* was exclusively expressed in muscle, the tissue with the lowest *Rpl3* expression (data not shown). In addition, inspection of publicly available microarray data from human tissues revealed a similar tissue specific expression. The GDS596 record in Gene Expression Omnibus (GEO) is based on data from 79 physiologically normal human tissues. In Figure S3A and S3B, the expression profiles of probesets 211073_x_at and 206768_at representing *Rpl3* and *Rpl3l* respectively is shown. Expression in heart and skeletal muscle was low for *Rpl3* and high for *Rpl3l* and vice versa for the other tissues. These additional data emphasize that –in addition to a general biological variation among tissues in ribosomal protein mRNA expression- evolutionary conserved more profound differences exist for *Rpl3*, related to expression of a tissue specific isoform, *Rpl3l* .

#### 3.2 Splice variants and alternative termination

In addition to tissue-specific isoforms, profound differences in mRNA signal between tissues may also be the result of probe design and tissue-dependent alternative splicing or alternative termination. This was exemplified by ribosomal protein L9 (*Rpl9*), a gene ranked number 6 in the list of most stable genes [6]. Two Affymetrix mouse 430 2.0 probesets are targeted to exons of the mouse *Rpl9* gene, as shown on Figure 4B. Probeset 1416420_a_at is targeted to exon 4 (out of 7 exons) and probeset 1443843_x_at in part to an intron and exon 7 (3′ UTR). We plotted the tissue profile of hybridization signals for both probesets side by side (Figure 4C), with individual data points displayed as dots. Both probesets detected similar expression levels in all tissues, however, there was one strong exception as a very low signal was detected by probeset 1443843_x_at (blue) in seminal vesicles. 

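In seminal vesicle the log2 signal of Rpl9 was 13.37 ± 0.01 (SD, n = 3) with its _a_at probeset and 10.05 ± 0.16 with its _x_at probeset, a difference of -3.32 ± 0.16 or 9.99-fold. The 3 seminal vesicle arrays differed by -3.48, -3.34 and -3.15, and the lowest of the other 67 arrays by -0.82 (exact permutation p = 1.8e-05, the smallest that 54740 choices of 3 arrays allow). The study singled out this tissue on the same arrays, and the test takes arrays of a tissue as independent, so this p is not independent evidence. Within set 2 the seminal vesicle arrays lay -3.29 from the others. In salivary gland the _x_at probeset was also below the _a_at probeset, with a difference of -0.78 ± 0.05 (n = 3) or 1.72-fold, a tissue singled out after the values were seen. Tissue means of the difference in the other 20 tissues ran from -0.37 ± 0.29 in testis to 0.41 ± 0.05 in heart. The _a_at probeset was highest in thymus (13.40 ± 0.11), ovary (13.37 ± 0.04) and seminal vesicle, which differed by less than the spread between arrays. It was named through the accession of its target and is also listed with pseudogenes.

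**Figure D5:**
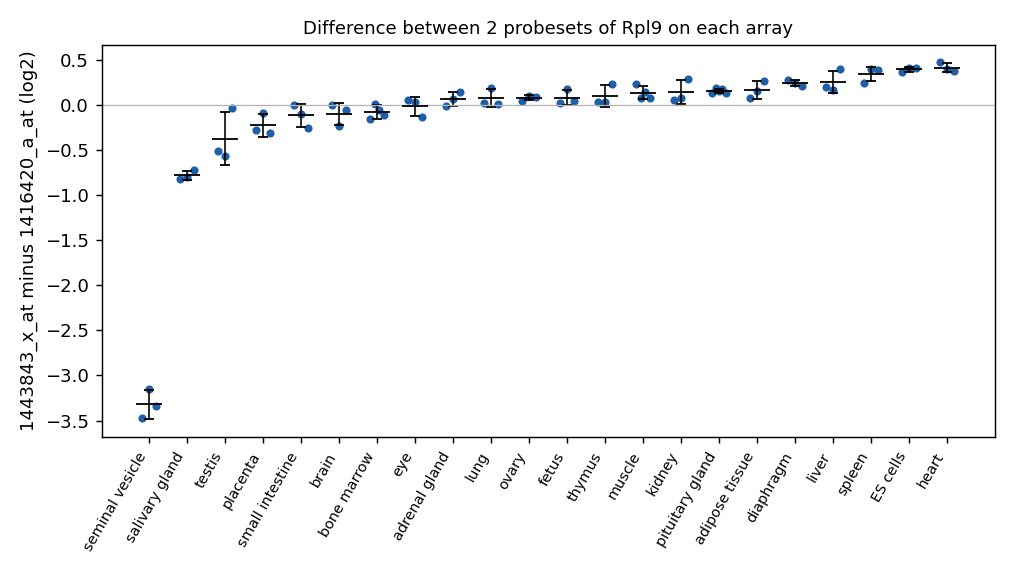
Log2 difference of the Rpl9 probesets, _x_at minus _a_at (vertical axis), by tissue (horizontal axis); points are arrays, horizontal bars are tissue means and vertical bars are the SD. Seminal vesicle lies near -3.32 and salivary gland at -0.78, and the other tissue means lie between -0.37 and 0.41.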

For the same tissue, probeset 1416420_a_at (red) produced the highest signal (10-fold higher than 1443843_x_at). Again, this expression pattern could be observed independent of the way microarray data were processed (data not shown). Therefore, dependent on the region in the gene where the probes are binding to measure expression of a reference gene, profound differences among conditions can be the result of alternatively spliced or terminated transcript variants.

**Figure 4:**
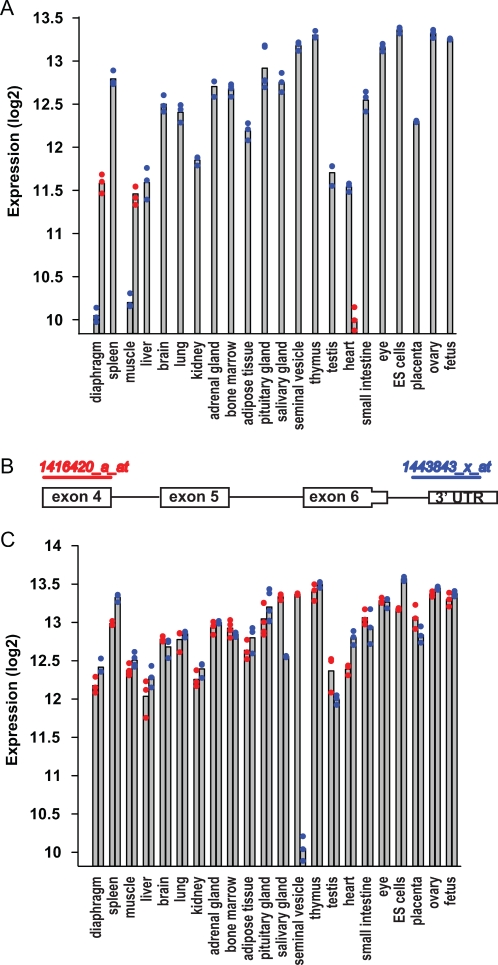
Two biological mechanisms underlying more pronounced variation in gene expression. (A) Expression of *Rpl3* (blue) and *Rpl3l* (red) in 22 different tissues. Note that tissues where *Rpl3l* was expressed (heart, diaphragm and muscle) had the lowest expression of *Rpl3*. (B) Schematic of Affymetrix probeset binding sites on the *Rpl9* transcript. Probeset 1443843_x_at (blue) binds most 3′ and probeset 1416420_a_at (red) binds more upstream. (C) Expression levels of *Rpl9* as detected by each of the probesets shown above. Both probesets yield similar signals, except in one tissue: seminal vesicles. This indicates that in seminal vesicles, an *Rpl9* transcript variant exists.

## Discussion

The selection of good reference genes is an ongoing debate. A confounding issue is the use of the terms “housekeeping” and “reference” genes; housekeeping genes are often used as reference genes, although for many of these individually it was shown they are not good reference genes. Some groups claimed good reference genes do not exist [3], whereas publications regularly appear in which new reference genes are proposed [10], [11]. Hsiao *et al.* studied gene expression in 19 different human tissue types [7] and defined a subset of 451 genes as housekeeping/maintenance genes based on a present call by the Affymetrix algorithm in all tissues. Most of the ribosomal protein encoding genes and some respiratory chain protein genes were included in this set. They noted that housekeeping genes define basic cellular processes and could be used as a reference standard but paradoxically mentioned that maintenance/housekeeping genes exhibit unique patterns for each specific tissue type. So far, there is still a discussion whether certain housekeeping genes can be used as reference genes over a broad range of tissues or conditions.

Recently, a large scale meta-analysis revealed a set of genes with an enhanced stability, of which the majority were ribosomal protein genes [6]. Interestingly, no ribosomal protein genes appeared in the list of stable housekeeping genes provided by Hsiao *et al*. In the present study, we further investigated the stability of ribosomal protein genes and identified some biological phenomena affecting this stability. By means of two-way ANOVA, we still observed a very significant difference in gene expression among different tissues, on top of any possible probe effect, which reflects the specific (e.g., metabolic, protein synthetic) needs of the different tissues. The variation which was attributable to technical replication errors and biological differences between animals was much smaller than the expression variation of these candidate reference genes between tissues. This indicated that ribosomal protein genes cannot be used as housekeeping reference genes when comparing different tissues. When we investigated the most stable gene, *Rps13*, we observed up to 6-fold expression differences across tissues in our dataset. These differences were representative for larger publicly available datasets. *Rps13* was highly expressed in exocrine protein secreting glands and tissues containing a high proportion of proliferating cells. In fact, we observed that almost all ribosomal protein genes were co-expressed at high levels in these same tissues. The most likely explanation for this observation is biological as a high need for ribosomes during protein secretion and cell division is expected. Actively growing mammalian cells contain 5 to 10 million ribosomes that must be synthesized each time the cell divides [12]. Proliferating lymphocytes, of which many are present in spleen and thymus, continuously produce cytoplasmic ribosomes [13]. This idea was further supported by molecular insights in the coordinated expression of genes required for ribosome biogenesis [14]. However, a second explanation for our data could be a series of tissue-specific artifacts, which resulted in tissue-dependent variations in hybridization signals, while the probed mRNA were -in fact- stably expressed. We provided strong evidence against this possibility by investigating in the same samples the expression of respiratory chain proteins, which are responsible for nutrient-induced ATP production and therefore essential for virtually all cells. When we quantified the nuclear encoded mRNAs for 69 of these subunits, we found again important variation between tissues in the expression level; importantly, the tissue pattern of expression levels was different as compared to ribosomal protein genes, which makes artifacts in sample preparation, hybridization or normalization unlikely. The tissue-specific behavior of gene groups was visualized by multidimensional unfolding analysis [8]. This method graphically plots genes close to the conditions (tissues) in which they have the highest expression. Strikingly, all ribosomal protein genes cluster in a group which is distinct from another housekeeping gene family, the respiratory chain genes. Two ribosomal protein genes were observed outside their cluster, *Rpl3l* and *Rpl39l*, which were the genes which had no present calls in certain tissues and were already known to be tissue-specific.

In further support of a biological explanation, we observed that these differences between tissues were not limited to one specific way of processing the microarray data. Gene expression measures are only obtained after a number of pre-processing steps which can be performed by different normalization procedures. We evaluated the effect of background corrected data, global scaling instead of quantile normalization and median polish summarization, but found all described effects present invariant of the processing method.

In addition to this general biological variation for all of these housekeeping genes, a more profound degree of variation seems based upon the existence of isoforms which are present only in a subset of tissues. This tissue specific expression of the isoform is often accompanied by a lowered expression of the other isoform(s). An example given here is ribosomal protein L3 (*Rpl3*), which has an isoform called ribosomal protein L3-like (*Rpl3l*). *Rpl3* was described to be ubiquitously expressed in all tissues, whereas *Rpl3l* was strongly expressed in skeletal muscle and heart tissue [15], exactly the tissues which had the lowest *Rpl3* expression. *Rpl3* expression is autoregulated by alternative splicing of overexpressed transcripts, followed by degradation of these transcripts through nonsense-mediated RNA decay [16]. Expression of *Rpl3l* in certain tissues might also favor alternative splicing of *Rpl3*, which would explain the lower expression in these tissues. Also for respiratory chain protein genes, tissue-specific isoforms have been described. The gene for the heart isoform of cytochrome c oxidase subunit VIa (*Cox6ah*) is expressed only in striated muscle, whereas the gene for the liver form (*Cox6al*) is expressed in all tissues, albeit at low levels in contractile muscle [17].

Another origin of variation in gene expression data relates to the probe position relative to the gene they are designed to interrogate. Since Affymetrix 3′ expression arrays contain probes designed at the 3′ end of genes, they may falsely not detect any transcript when the transcript is alternatively terminated before the binding site or when alternative splicing occurs. We showed evidence for alternative splicing or termination specifically in one tissue, being the seminal vesicle, where a shortened transcript was present. Seminal vesicle was not included in any of the 13629 arrays used for the data analysis by de Jonge *et al*. Even if this tissue would be represented, then still the alternative splicing or termination could be obscured by the averaging over multiple probesets. More importantly, when a single QPCR probe would be designed in this region, this effect might unexpectedly appear. Terminal changes may affect regulation by skipping (or introducing) microRNA binding sites or even cause differential subcellular localization. It is estimated that 40–79% of human genes with multiple exons produce transcript variants [18].

How can these differences in gene expression across many tissues, both in our own dataset and in public datasets be reconciled with the finding of stable housekeeping genes in a large meta-analysis [6]? One reason that de Jonge *et al.* still retain 16 stable genes (of which 15 are listed in the paper) is based on their selection criteria. A CV<4% is being used. In our example with the random expression profiles (data displayed in Fig S2), we calculated the effect of 100 tissues having a significantly lower expression of a gene in a set of 13629 arrays. We show that none of these examples had a CV higher than 4%. Obviously, when a large number of arrays are used, outliers will not easily influence this CV. Moreover, all of these examples also satisfy the two other criteria used by de Jonge *et al.*, showing that these criteria do not exclude potential reference genes which are significantly lower in a subset of tissues.

A more important reason that none of these examples would be excluded by the criteria used by de Jonge *et al.* is their interpretation of the maximum fold change (MFC). A ratio of 2 was applied to the log2 transformed expression values instead of the absolute expression values (see Table S1 in [6]). This results in a high range of expression values that can meet the criterion of de Jonge *et al*: the maximum expression that can be measured using Affymetrix chips is a log2 value of 16, which would result in log2 values above 8 still included as a potential reference gene, representing a 256 fold change in expression values.

In this paper, the reference gene status of ribosomal protein genes was questioned by showing that as a group they were more highly expressed in tissues with faster cell division and by showing more profound differences between conditions on the basis of tissue-specific isoforms or transcript variants. This supports the idea that even for housekeeping genes, whose products are indispensable for every living cell and which are relatively stably expressed, there are tissue-specific differences based upon extra demands in the required rate at which new housekeeping proteins need to be produced to maintain cell function. For a replicating cell, this means the extra synthesis of a new set of ribosomes, and for skeletal muscle, the maintenance of the mitochondrial respiratory chain to sustain ATP production for mechanical work. The selection of good reference genes will be thus be dependent on the subset of tissues used in a particular experiment and the experimental variables. As previously discussed, it seems unlikely to find genes which are expressed at the same level across all tissues of an organism. Therefore, we caution against using so-called stable genes identified by meta-analyses when designing an experiment. However, we support the use of microarrays to select reference genes, since this permits the selection of the most stable genes within the limited subset of tissues/conditions present in the particular experiment. The optimal set of reference genes depends on the tissue and should be selected and evaluated for each series of experiments [19]. This has already been successfully described by means of microarray [20], [21] or QPCR screens [19], [22]. The genes found through these screens may very well be ribosomal protein genes, but need to be verified for stable expression before use as a reference gene.

## Materials and Methods

### Preparation of tissues and purified cells

All experiments based upon laboratory animals were approved by committees for animal welfare at the Katholieke Universiteit Leuven. The following tissues were hand dissected from 10–12 week old C57Bl6 mice: liver, gastrocnemius muscle, brain, heart, adrenal gland, eye, small intestine, thymus, epidydimal adipose tissue, pituitary gland, kidney, parotis gland, spleen, lung, diaphragma, bone marrow, testis, and seminal vesicles (males); ovary and placenta (females). Fetal tissue was isolated at day 16. Embryonic stem cells were isolated as described in [23]. Tissues were rinsed in phosphate-buffered saline, frozen in liquid nitrogen and stored at −80°C.

### RNA extraction

Total RNA was extracted using TRIzol Reagent according to the manufacturer's protocol (Gibco BRL, Carlsbad, CA), followed by a cleanup procedure with RNeasy columns (Qiagen, Cologne, Germany). Total RNA from pituitary gland, adrenal gland and embryonic stem cells was extracted using the Absolutely RNA microprep from Stratagene (CA). The total RNA quantity and quality was determined using the NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DW) and the 2100 Bioanalyzer (Agilent, Waldbronn, Germany), respectively. Total RNA profiles of all tested samples were similar with sharp 18S and 28S rRNA peaks on a flat baseline.

### mRNA expression analysis via microarray

Cellular mRNA was reverse transcribed into cDNA (SuperScript Choice System Invitrogen, Carlsbad, CA) using oligo-dT primers and a T7 RNA polymerase promoter site. Two µg of total RNA was used to prepare biotinylated cRNA with IVT labeling kit (Affymetrix, Santa Clara, CA) according to the Genechip expression analysis technical manual 701025 Rev.5, except for adrenal gland and pituitary gland where 1 µg of total RNA was used. The concentration of labeled cRNA was measured using the NanoDrop ND-1000 spectrophotometer. Labeled cRNA was fragmented in a fragmentation buffer during 35 min at 94°C. The quality of labeled and fragmented cRNA was analyzed using the Agilent bioanalyzer 2100. Fragmented cRNA was hybridised to mouse 430 2.0 arrays (Affymetrix) during 16 h at 45°C. The arrays were washed and stained in a fluidics station (Affymetrix) and scanned using the Affymetrix 3000 GeneScanner.

### Data Analysis

We used a microarray dataset consisting of 22 different murine tissues, with 3–5 replicates for each tissue (in total 70 microarrays). Quality controls of the arrays were according to manufacturer's criteria. All CEL files were analyzed using GCOS (Affymetrix GeneChip Operating Software) and the affy library [24] of the BioConductor project [25]. We independently applied the MAS5 algorithm using global scaling to 150 (to assess the present calls) and RMA. We performed RMA with and without convolution background adjustment and with either median polish or average difference summarization. Results shown are based on RMA data uncorrected for background, with probe-level quantile normalization, and average difference summarization. All data were log2 transformed for normalization and all further data analysis was performed on log2 transformed data. For each of the genes discussed where more than one probeset referred to the same gene annotation, only the best performing probeset with the highest expression values was used in order to avoid bias towards transcripts with more than one probeset. The data files have been deposited in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are accessible through GEO series accession number GSE9954.

### ANOVA

The analysis of variance was carried out using the generalized linear model (GLM) procedure in SAS. For the 81 one-way analyses of variance, significance was set equal to .01/81 = 0.00012 to keep the overall type I error at .01. The assumption of homoscedasticity using the Brown-Forsythe test, was met for all probes at the .01 level of significance and for all probes except one (*Rpl37a*) at the .05 level. For the two-way ANOVA, both the tissue and probe factor were treated as fixed (leading to fixed model) and options were specified to obtain sequential sum of squares. Since this was an unbalanced design, we used the type I (sequential) sum of squares considering the probe effect as the first effect. Note that in this analysis, independence at probe level was assumed. The pairwise comparisons, using Tukey's multiple comparison procedure were obtained on the estimated marginal means by use of the LSMEANS statement and appropriate options in this GLM procedure.

### Rank sum test

The Wilcoxon rank sum statistic was obtained from S-PLUS and used to test the null hypothesis of equal means versus the one-sided alternative that the mean variance between tissues was larger than the mean variance between replicates.

### Multidimensional unfolding

The average (over replicates) expression values, obtained from the log2 transformed data of 69 probesets for nuclear encoded respiratory chain genes and 81 probesets for ribosomal protein mRNA's, were submitted to the publicly available GENEFOLD toolbox [8], using a multistart procedure based on 100 semi-rational starts and convergence set to 1000 iterations or a difference in loss with the previous iteration smaller than 1e-5.

## Supporting Information

Figure S1 Calculated CV when out of a total of 13629 samples (the same number as in the meta analysis), 100 samples were taken from a tissue in which a certain gene was only marginally expressed (log2 expression normally distributed with mean 8 and standard deviation 0.3) whereas in the other 13529 samples this gene was abundant (log2 expression normally distributed with mean 12 and standard deviation 0.3). We generated 10000 random expression profiles that follow this scheme and calculated the CV. The mean±standard deviation was 3.80±0.02 and all randomly generated profiles had a CV lower than 4%.
(6.73 MB TIF)

Figure S2 (A) Marginal means (estimated under the two-way ANOVA) of expression values for mRNAs encoding 69 respiratory chain proteins in each of the tissues, together with the 95 percent confidence interval. (B) Variance of expression levels for respiratory chain genes within replicates of tissues, representing biological variation between animals and technical error on measurements (triangles) compared to variance of expression between tissues (circles). Variance within replicated measurements was significantly smaller than variance of expression between different conditions (p<.0001 using Wilcoxon's rank sum test).
(0.74 MB TIF)

Figure S3 Conservation in mammals of tissue specific expression of Rpl3 isoforms (A) GDS596 record for probeset 211073_x_at in GEO, showing Rpl3 expression across 79 physiologically normal human tissues. (B) GDS596 record for probeset 206768_at in GEO, showing Rpl3l expression across 79 physiologically normal human tissues. Expression in heart and skeletal muscle was low for Rpl3 and high for Rpl3l and vice versa for the other tissues.
(2.75 MB TIF)

How the deposited data were processed for this re-analysis (not part of the article)

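RNA of 22 mouse tissues was measured on 70 Affymetrix whole-genome arrays, with 3 arrays per tissue, 4 for gastrocnemius muscle and bone marrow and 5 for the pituitary gland. The authors made the deposited intensity values with the affy library of BioConductor, as RMA without background correction, probe-level quantile normalization and average difference summarization, and the version of the library is not given in the sources used here. The values are linear intensities in arbitrary units. Almost all of them were whole multiples of 1/35 within 2 sets of 35 arrays, and the sets had different quantiles, so normalization had been run on each set alone. The paper's statement of the RNA input was used where the labels differ from it.

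The table held 45101 probesets, of which 64 controls were left out and 45037 were analysed. A gene name was taken from the platform annotation, with older symbols updated through gene identifiers. Of the analysed probesets 34945 had 1 gene, 932 had several and 9160 had none. A probeset with several genes was named only where the accession of its target belongs to exactly 1 of them, which named 205, so that 35150 probesets had a name and 34946 of these a gene of the reference table. A gene was read by its named probeset with the highest mean. The paper's methods also take the probeset with the highest values, but do not state that shared ones are excluded, whereas here a shared probeset was used only if its target accession named the gene. This gave 68 of 85 ribosomal protein genes, while 9 had only probesets shared with other genes and 8 had none in the table. For 8 of the 68 genes the chosen probeset was over 2 log2 units dimmer than a shared one.

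Gene lists were fixed before the data were examined, as were the comparisons, the tests, the rule for named genes and the alternatives, apart from those said to be chosen later. The lists of ribosomal protein and respiratory chain genes followed gene nomenclature, since the paper does not print its own. The other lists, from general knowledge, were 8 ribosomal protein paralogs (7 with a probeset), 15 ATP synthase genes (15), the 15 genes of the cited meta-analysis (14), 15 classical reference genes (12), 25 cell cycle genes (24), 30 ribosome biogenesis genes (30), 18 translation factor genes (16), 40 secretory pathway genes (39), 31 proteasome genes (31), 60 mitochondrial ribosomal protein genes (59), 10 genes of striated muscle isoform pairs (10), markers of each tissue and markers of 8 cell types. The named genes were those the paper names, the 5 with the largest and smallest variance or fold in the ribosomal protein and respiratory chain lists, the 4 with the largest and smallest fold in other lists, the 10 largest deviations in either direction and the probeset pairs past the discordance limit.

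Log2 intensities were fitted with limma 3.58.1 in R 4.3.3, with 22 tissue means in a single fit and no covariate. A tissue effect was tested with the moderated F and contrasts with the moderated statistic of the fit, each adjusted by Benjamini-Hochberg over 45037 probesets at a threshold of 0.05 and beside it over the list alone. Group contrasts weighed each tissue equally. Lists were tested with fry and camera of limma, with a preset and an estimated correlation, and their means by an exact permutation over tissues. Within-list levels are means over genes of each gene less its mean over tissues. Other tests were permutations with 100000 resamples (10000 in alternatives), whose smallest p is 1.0e-05, or exact where the choices could be listed. The k-means clustering of standardised tissue means used 2 clusters and 100 starts. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9.

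The fit was tested on simulated data of the same size, with 100 genes changed by 0.5 and 100 by 1 in striated muscle alone. For the striated muscle contrast it found 98 genes changed by 0.5 on the log2 scale and 100 genes changed by 1, with 9 unchanged genes called. For the F over tissues it found 87 and 100, with 10 unchanged genes called. The simulated noise was independent between genes, with no set difference and no other tissue effect. These counts therefore do not give an error rate for the real arrays. Correlations of replicates ran from 0.954 to 0.994, and the highest of arrays of different tissues was 0.978. Background was not subtracted, so dim probesets have compressed folds, and the median over probesets of the mean log2 intensity was 6.99.

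The alternatives were quantile normalization over all arrays, arrays centred on their median or on the proteasome genes, log2 of the value plus 16, no dim probesets, the mean of a gene's probesets, no probesets with names ending in _x_at, _s_at or _a_at, the replicate number as a block, the methods' analysis of variance per probe, leaving out the tissues of another RNA kit or each replicate, and other limits of the lists. Alternatives chosen after the data were seen were each normalization set alone, the set as a term estimated from the pituitary gland, probesets of one gene alone, any listed probeset, leaving out genes on dim probesets, and the other probesets of Rps13. The unfolding model, present calls, the human and rat data and the simulation of coefficients of variation of the paper were not analysed here.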

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

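The test for degraded RNA, the tests with second probesets of X-linked genes and the test of the Rpl9 probesets in salivary gland were chosen after the result was seen.

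In gastrocnemius muscle, replicate 1 had an Rpl3 log2 signal of 10.31, apart from 10.16 to 10.17 on the other 3 arrays. In bone marrow, replicate 4 had a respiratory chain level of -0.90, apart from -0.78 to -0.75 on the other 3 arrays. These were the arrays far from the others among 24 groups of 4 or 5 arrays, where chance gives about 1 in 20.

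Heart differed from gastrocnemius muscle, as tested on the difference itself, in Rpl3 by 1.34 (adjusted p = 3.0e-20 from limma) and in Rpl3l by -1.45 (adjusted p = 2.2e-17). Heart is in set 2 and gastrocnemius muscle in set 1, so these differences and their p-values include any shift between the sets. In the pituitary gland that shift was 0.28 on average over the ribosomal protein genes.

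In testis the X-linked genes Rps4x, Rpl10 and Rpl36a, which the paper does not discuss, lay below the other 21 tissues, with log2 differences of -3.26, -2.41 and -2.37. Within set 2 the mean of these 3 genes was -3.03, which argues against the normalization in sets, and a second probeset of Rpl10 gave -2.19, which argues against a probeset that misreads that gene. The second probeset of Rps4x gave 0.26 but is dim, with a mean log2 signal of 6.93, and Rpl36a has none, so for these genes a misread and a lower transcript level cannot be told apart. X-linked genes outside both families were also lower in testis, with a median of -0.62 over 364 genes against -0.07 over 11832 other genes, a difference of -0.55 that 0 of 10000 random sets of genes reached and that was -0.14 in liver, the next tissue. A lower level of X-linked transcripts in testis is a hypothesis that may account for part of the pattern. Of the X-linked genes in both families other than those that make up the pattern, Ndufb11 was at -1.88 and Ndufa1 at -1.22, while Rpl39 was at 0.34 with a dim probeset.

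The Rpl9 probesets differed by -0.78 in salivary gland, the tissue picked as the lowest after seminal vesicle (exact permutation p = 2.1e-05, the smallest possible, on the values that led to the choice), and by -3.32 in seminal vesicle. A general shift of _x_at probesets in seminal vesicle is argued against by the other ribosomal protein genes, whose 63 such pairs in 19 genes had a median shift of 0.0944 (SD 0.326). Degraded RNA is also argued against, because the RNA was primed with oligo-dT and the paper places the _x_at probeset nearer the 3' end, so that degradation would lower the _a_at probeset first, while _x_at less _a_at on the 3 seminal vesicle arrays was -3.55 to -3.23 from the median tissue (SD 0.16). The transcript variant that the paper proposes for seminal vesicle stays open, and no biological explanation was tested, since probe positions were not analysed here.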

How the results depend on the processing

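Alternatives with each normalization set alone, the set as a term, probesets of one gene alone, any listed probeset and no genes on dim probesets were chosen after the result was seen. Of 1162 values of 43 results under alternatives, 1110 were classed as the same, 3 lost and 4 gained significance, 45 moved and 0 reversed. For a tested result, the same means its direction and side of the threshold, and its size was not compared. Rps13 in ES cells over brain was classed so with proteasome centring, where its log2 difference was 0.59 in place of 1.90. For a count or an untested value, the same means a similar size. With each named gene added there were 160 results and 3027 values, of which 2872 were classed as the same, 12 lost and 12 gained significance, 128 moved and 3 reversed. Signal over background limits dim probesets. The cause of the changes below was not tested, except that a single set or a shorter list holds fewer tissues or genes. Centring on the proteasome genes moved the median of all probesets from 0.08 to -0.11 in the 6 proliferating or secreting tissues, from 0.06 to -0.52 in thymus, ES cells, ovary and fetus and from -0.06 to -0.33 in striated muscle, and the ribosomal protein list lay 0.63, 0.76 and -0.49 from it, which no centring can alter, since it moves all probesets of an array alike.

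The correlation (rho) of replicate variance and signal was -0.50 after quantile normalization and with proteasome centring, -0.39 with the mean of a gene's probesets, -0.77 without _x_at, _s_at and _a_at probesets, and -0.62 to -0.49 without each replicate. With the replicate block it was -0.50, 192 in place of 187 tissue pairs differed and 20 in place of 18 genes had a CV below 4%. The labels do not say that a number marks an animal: arrays of equal number correlated by 0.0016 on average and others by -0.0005, 12 of all tissue pairs had a mean correlation over 0.1 between equal numbers, and 21 of 70 arrays correlated best with their own number. Genes with a CV below 4% numbered 34 after quantile normalization, 33 with median centring or the set as a term, 8 with proteasome centring, 43 in set 1, 30 in set 2 and 28 with any listed probeset. Genes with a linear fold below 2 numbered 2 after quantile normalization or median centring, 1 with log2 of the value plus 16 or probesets of one gene, 6 without _x_at, _s_at and _a_at probesets, 16 in set 1, 4 in set 2, 3 with the set as a term and 0 to 1 without each replicate.

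The families' correlation over tissues was -0.57 after quantile normalization (permutation p = 0.0062), -0.51 with median centring (permutation p = 0.0149), -0.53 with the set as a term (permutation p = 0.0109) and -0.67 in set 1 (permutation p = 0.0312), and the permutation p was 0.0813 over all tissues. Ribosomal protein genes lower in the 6 proliferating or secreting tissues numbered 2 without the tissues of another RNA kit, 2 in set 2 and 0 among core genes, and the list mean was 0.61 in set 1 (exact permutation p = 0.0909). In thymus, ES cells, ovary and fetus they numbered 5 with proteasome centring (58 higher, list mean 0.24, exact permutation p = 0.388), and 1 among core genes, with the set as a term, with any listed probeset and without genes on dim probesets. In the same 4 settings 1 was higher in striated muscle than in those tissues. In striated muscle 3 respiratory chain genes were lower in set 1, and the list mean in set 2 was 1.65 (exact permutation p = 0.0833). With proteasome centring 3 genes turned: Cox7a2l to -0.0235 in thymus, ES cells, ovary and fetus, and Rpl37 to -0.15 and Rpl39 to -0.10 in striated muscle. Tissue pairs that differed numbered 43 of 55 in set 1 and 61 of 66 in set 2. Deviations numbered 4 of 726 in set 1, 11 of 792 in set 2 and 11 of 1034 with probesets of one gene. Over all probesets 1 pair lay as far apart as that of Rpl9. Tissue markers were highest in their tissue for 46 of 53 without dim probesets, 38 of 41 in set 1 and 41 of 43 in set 2.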

Differences from the paper's values

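The other probesets of Rps13 and the settings with any listed probeset or without genes on dim probesets were chosen after the result was seen.

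For the two-way analysis of the ribosomal protein genes, the paper's F for gene is 5598.61 and the value here is 14188, with 68 genes. The lists are not the same, since the paper does not print its own. The value differed from the paper's in each alternative set before the data were examined, from 8537 without replicate 2 to 24234 without probesets whose names end in _x_at, _s_at or _a_at. With any listed probeset (77 genes, with none of the 68 dropped) it was 5631 and without the 8 genes on dim probesets it was 6682, both within 1.5 times the paper's value, and these settings were chosen after seeing the values.

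For Rps13 the paper gives a fold of nearly 6 between ES cells and brain cortex, and the value here is 3.72 between ES cells and the arrays that the labels and the paper's methods call brain. Of the alternatives set before the data were examined, the value without replicate 3 (4.04) was within 1.5 times the paper's. The others were not, with 3.66 without replicate 1, 3.48 without replicate 2, 3.72 without replicate 4 or 5, without dim probesets, with the replicate block and in the methods' analysis, 3.70 with log2 of the value plus 16, 3.26 with arrays centred on their median, 2.97 with the mean of the gene's probesets, 2.76 after quantile normalization, 1.58 without the _x_at, _s_at and _a_at probesets and 1.502 with arrays centred on the proteasome genes. The setting without the tissues of another RNA kit has no ES cells and gives no value. An _x_at probeset that is less bright, chosen after seeing the values, gave 5.95-fold and F = 63.4, equal to the paper's F, and the _a_at probeset of the gene, chosen likewise, gave 4.44-fold. Neither drops an item that the paper calls.

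The paper states that the Rpl9 probesets have similar levels outside the seminal vesicle. Of the other 21 tissues, 20 had a mean difference between -0.37 and 0.41, and salivary gland had -0.78 ± 0.05 (SD, n = 3).

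The paper places Rpl39l outside the ribosomal protein cluster in its unfolding. In k-means clustering Rpl39l lay inside, and Rpl39 and Rpl3l lay outside, of 68 genes of which 66 lay inside. With 2 clusters each gene must join 1 of them, so this placement measures no distance from the family. It therefore cannot be set against the paper's unfolding. The paper sets thymus, ES cells, ovary and fetus apart from the other tissues in ribosomal protein level. Of 72 pairs, 70 differed here, and seminal vesicle with ovary (permutation p = 0.569) and with fetus (permutation p = 0.736) did not pass.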

Other observations

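The splits with each normalization set alone and with the set as a term were chosen after the result was seen.

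In heart, gastrocnemius muscle and diaphragm all 15 ATP synthase genes were higher than in the other 19 tissues, by 1.15 on average on the log2 scale and by 4.73-fold for Atp5g1, with an adjusted p of 0.0036 in limma's camera test with the correlation between genes estimated, as for each adjusted p of a list below. Of 59 mitochondrial ribosomal protein genes 47 were higher and 3 lower (Mrpl42 4.26-fold higher; adjusted p = 0.0508; 38 and 13 with arrays centred on the proteasome genes). Of 31 proteasome genes 18 were higher and 4 lower (Psmd12 1.92-fold higher; adjusted p = 0.219), but 28 and 0 within set 1, 3 and 20 within set 2 and 13 and 15 with proteasome centring. That centring removes the mean difference of this list by construction, so its split there is no test, here or in the other contrasts. Among the isoform pairs, 6 genes were higher and 4 lower (adjusted p = 0.155). Eef1a2, the muscle and brain form of elongation factor 1 alpha, was 9.29-fold higher and Eef1a1 3.33-fold lower. Cox6a1 was 3.504-fold and Cox8a 2.15-fold lower beside their higher muscle forms, whereas Cox7a2 was 1.57-fold higher together with Cox7a1. Heart shared little of the fall of Cox6a1 and Cox8a. Its log2 signal of Cox6a1 was 12.04, above lung (11.92), against 10.55 in gastrocnemius muscle and 10.60 in diaphragm. For Cox8a it was 10.60 in heart, above spleen (10.27), against 9.18 in gastrocnemius muscle and 9.43 in diaphragm. Of 39 secretory pathway genes 33 were lower and 2 higher (Sec61a1 4.59-fold lower; adjusted p = 0.0552; 32 and 7 within set 1), and all 24 cell cycle genes were lower (adjusted p = 0.0978). Of 16 translation factor genes 13 were lower and 1 higher (Pabpc1 3.25-fold lower; adjusted p = 0.156; 7 and 6 within set 1). Of 30 ribosome biogenesis genes 20 were lower and 5 higher (adjusted p = 0.435), but 9 and 15 within set 1, 24 and 1 within set 2, 15 and 8 after quantile normalization and 27 and 0 with proteasome centring. Of 14 genes of the cited meta-analysis 13 were lower (adjusted p = 0.0787), of 12 classical reference genes 8 were lower and 4 higher (adjusted p = 0.472), and of 7 paralogs 6 were lower and 1 higher (adjusted p = 0.327; 1 and 2 within set 1).

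In thymus, ES cells, ovary and fetus all 24 cell cycle genes were higher (Top2a 8.57-fold, Cdc20 7.87-fold; adjusted p = 0.0219), as were all 30 ribosome biogenesis genes (Nhp2 3.61-fold, Ncl 3.36-fold; adjusted p = 0.0126), all 16 translation factor genes (adjusted p = 0.0126) and all 14 genes of the cited meta-analysis (adjusted p = 0.0192; 10 higher and 2 lower with proteasome centring). Most genes of the cited meta-analysis are also in the ribosomal protein list, so in each contrast their result largely repeats that list's result. All 31 proteasome genes were higher (adjusted p = 0.0787), and 9 were higher and 8 lower with proteasome centring, which removes their mean difference by construction. Of 59 mitochondrial ribosomal protein genes 52 were higher and 0 lower (adjusted p = 0.225; 30 and 13 after quantile normalization, 31 and 5 with the set as a term, 6 and 43 with proteasome centring). Of 39 secretory pathway genes 24 were higher and 9 lower (adjusted p = 0.721), but 12 and 16 after quantile normalization, 18 and 11 with median centring, 4 and 31 with proteasome centring, 10 and 12 with the set as a term and 6 and 25 within set 2. Of 15 ATP synthase genes 11 were higher and 3 lower (adjusted p = 0.562; 2 and 6 after quantile normalization, 0 and 15 with proteasome centring, 11 and 1 within set 2). The split was 10 and 2 of 12 classical reference genes (adjusted p = 0.219; 4 and 5 with proteasome centring), 6 and 1 of 7 paralogs (adjusted p = 0.0787) and 4 and 5 of 10 isoform genes (adjusted p = 0.386; 3 and 7 after quantile normalization, 2 and 7 with proteasome centring, 3 and 6 with the set as a term). In the 6 proliferating or secreting tissues 55 of 64 respiratory chain genes were lower and 6 higher (Cox7a1 by -1.22 and Cox8b by -1.16, Cox7a2l by 0.36 on the log2 scale; adjusted p = 0.0126), 12 of 15 ATP synthase genes were lower and 1 higher (adjusted p = 0.0539), and all 14 genes of the cited meta-analysis were higher (adjusted p = 0.0181). The cell cycle list had an adjusted p of 0.0290 there, ribosome biogenesis 0.0192 and translation factors 0.0171. Proteasome genes split into 21 higher and 1 lower (adjusted p = 0.562; 18 and 6 after quantile normalization, 16 and 7 with median centring, 12 and 12 by construction with proteasome centring, 11 and 4 with the set as a term, 6 and 16 within set 1). Mitochondrial ribosomal protein genes split into 34 and 4 (adjusted p = 0.721; 23 and 15, 20 and 15, 9 and 30, 11 and 13, and 3 and 38 in the same settings). Classical reference genes split into 8 and 3 (adjusted p = 0.613; 6 and 4 with the set as a term or within set 2), isoform genes into 3 and 7 (adjusted p = 0.0997) and paralogs into 5 and 1 (adjusted p = 0.151; 2 and 2 within set 1, 4 and 3 within set 2).

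Ribosomal protein genes were higher in thymus, ES cells, ovary and fetus, by 0.83 on average. Within set 2 the list mean was still 0.61 higher (exact permutation p = 0.0061), which argues against the normalization in sets as the whole source. The share of signal held by the 100 brightest probesets had r = 0.36 with the ribosomal protein level over 22 tissues (permutation p = 0.0951). A few transcripts taking most of the signal would give a negative r, but this r cannot decide, since it mixes the sets. The ribosomal protein level was 0.58 higher in the tissues of set 2, and the share was mostly higher there too, from 6.58 in brain (set 1) to 9.29 in heart (set 2). The relation was not tested within a set. The cell cycle level had r = 0.73 (permutation p = 1.8e-04), so proliferating cells are a candidate explanation, found and tested on the same arrays. Within set 2, which holds thymus, ES cells, ovary and fetus, r was 0.61 but 0.29 without ES cells and thymus. With proteasome centring, 58 of the 68 genes were higher and 5 lower, while the list mean of 0.24 did not pass over tissues (exact permutation p = 0.388).

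For the tissue effect, 100 assignments of the tissue labels to arrays argue against chance, since 1 of them, the real one, gave a count as large. It was found for 68 ribosomal protein and 64 respiratory chain genes, and for at most 2 and 6 in the others. The tissue groups were named by the study on the same arrays, so for them such assignments do not exclude chance, and their counts are given as values. In each, 1 of 100 assignments, the real one, gave a count as large. The count was 67 for ribosomal protein genes in the proliferating or secreting tissues (at most 0 in the others), 65 in thymus, ES cells, ovary and fetus (3) and 65 against striated muscle (1). It was 56 for respiratory chain genes in striated muscle against all other tissues (21) and 56 against thymus, ES cells, ovary and fetus (1).

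Classical reference genes also differed between tissues. Actb, encoding beta-actin, was 4.68-fold higher in ovary than in gastrocnemius muscle, Gapdh 5.10-fold higher in eye than in testis and Hprt 7.82-fold higher in ES cells than in testis. The range between the highest and the lowest tissue was 3.66-fold for Polr2a, 4.17-fold for Ppia, 4.55-fold for Sdha, 9.25-fold for Tbp, 10.6-fold for Ywhaz, 11.5-fold for Gusb, 12.6-fold for Pgk1, 20.5-fold for Tfrc and 23.9-fold for B2m. Of the bright named genes, 36.2% varied less between tissues than Actb and 55.0% less than Gapdh. The named gene above the limit of brightness with the smallest variance was Dctn4, a subunit of dynactin (0.0463, 1.77-fold), and the next were Ankzf1, Keap1, Ap1b1, Ralgapb, Commd5, Cox18, Slu7, Bloc1s6 and Gemin7 (0.0745, 2.17-fold). Their mean log2 signals ran from 8.28 for Cox18 to 9.16 for Bloc1s6, against 13.40 for Actb. Folds are more compressed at a lower signal on this scale, so these variances are not comparable with those of brighter genes.

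Among 86 probeset pairs of 27 ribosomal protein genes in 22 tissues, 0 of 1892 combinations outside Rpl9 in seminal vesicle lay as far from the median tissue as Rpl9 there (-3.40) in limma, and 0 at an unadjusted p under 0.05. Over all probesets 1 of 2772 did, Rps4x in testis (-3.67). At 1 log2 unit or more, 67 combinations in 8 genes passed, the largest for Rps24 in ovary (-1.94) and Rpl22 in seminal vesicle (1.88), then Rpl13a (1.57), Rps3 (-1.55) and Rpl37a (1.49) in ES cells, Rpl41 in liver (1.31), Rps10 in lung (1.06) and Rps13 in bone marrow (-1.02).

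Of 80 tissue markers 72 were highest in their own tissue. Markers of other cell types were seen as follows. Leukocyte Cd52 was highest in seminal vesicle (13.83, spleen 12.57), and Ptprc, Coro1a and Laptm5 in spleen or thymus. Hepatocyte Alb was at 14.02 in liver and 13.90 in fetus, Ttr was high in liver and eye, and Apoa1 was highest in small intestine (14.30). Adipocyte Adipoq was at 13.88 in adipose tissue, 10.00 in adrenal gland and 9.96 in thymus. Erythroid Alas2 was highest in bone marrow, fetus and spleen, and Hba-a1 was at 12.85 in fetus with a dim probeset. Skeletal muscle Acta1 was at 12.70 in fetus beside gastrocnemius muscle and diaphragm, with Ckm, Mylpf and Tnnc2 likewise highest in those muscles. Exocrine pancreas Cela1 was at 10.70 in kidney, Prss2 at 8.49 in heart and Cpa1 at 8.11 in fetus. Epididymis Eppin was at 9.62 in testis, Defb15 at 7.48 in testis and Adam7 at 6.94 in heart. Brown adipocyte Cidea was at 10.25 in pituitary gland, Elovl3 at 11.06 in liver and Ucp1 at 7.94 in kidney.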
